A study of Mus musculus with 24 samples. Its data were reported in "Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium" (2020).

How the data were processed

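Epithelial cells were sorted from the intestine of mice with a Villin-cre-mediated deletion of Smarcad1 (KO) and from wild type (WT) mice, and their mRNA was sequenced. Per the labels, 24 libraries fell into 8 groups of 3. The groups were KO and WT of 4 sorted populations: small intestinal stem cells (ISC), transit amplifying cells (TA) and absorptive enterocytes (AE), and colonocytes (CO). ISC and TA were taken as cells with high and medium GFP from Lgr5-GFP reporter animals. AE and CO were sorted as Epcam-high cells without CD31 and CD45. The labels gave 1000 to 80000 cells per ISC sort, 1000 to 135000 per TA sort, 100000 per AE sort and 75000 to 100000 per CO sort. Libraries were directional, made by poly(A) selection with 15 PCR cycles, and sequenced as single reads of 50 bp. The labels gave an input of 10 ng of RNA, whereas the study's methods gave a range that reached lower, and the input of each library is not known. The numbering of the libraries was shared between groups in the labels.

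The authors trimmed the reads with Trim Galore, aligned them to GRCm38 with HiSat2 and kept uniquely mapped reads. In SeqMonk the authors counted reads over the exons of each gene with its transcript isoforms merged and ran DESeq2 on the raw counts, KO against WT within each cell type. Whether the counting used strand is not stated, so genes that overlap another gene on the opposite strand are uncertain. For each cell type the authors deposited 1 table of the genes that passed an FDR limit of 0.1. The deposited tables give the FDR as an adjusted p-value from that test. The deposited tables also give 1 log2 value per gene and group, which is the authors' mean over the libraries of that group of reads normalised to the total reads. Whether the mean was taken before or after the log is not stated. Each table holds 8 such group values per gene, so a gene listed in any cell type has values in all 4. A gene listed in several tables had identical group values in each.

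The tables held no value per library. No SD, no test between libraries and no model could therefore be computed from them, and the authors' FDR is the only measure here that rests on the spread between replicates. The depth of each library is unknown for the same reason. In 6 of the 8 groups the lowest value was shared by several genes and lay between -5.33 and -5.13 on the log2 scale. If that value stands for genes without reads, the mean depths of those 6 groups differed by at most 1.15-fold. Genes without a listing in any table were not analysed here. A list chosen by significance overstates the sizes of the changes in it.

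The difference KO minus WT of the authors' log2 values was computed for every listed gene in every cell type. Values were left out where both groups of a cell type were at the lowest value of their columns, which removed 6 of the values used to compare directions between cell types. Genes were joined by symbol, because for 7 genes the adjacent feature column named an overlapping gene. Gene spans and biotypes were taken from GENCODE M21, which is on the same build, where 76 of the 82 genes matched by chromosome, start, end and strand and the other 6 by symbol. For each gene the share of its 50-mers that also occur in transcripts of another gene, on either strand, was counted. For listed genes near each other, pairs with spans within 100000 bp were counted and set against 100000 random draws of as many annotated genes of the same biotype, in a one-sided permutation test. The draws were not matched on expression. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

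The neighbour test was tested on simulated data. It gave a p-value under 0.05 in 1% of 100 random sets of 80 genes and in 100% of 20 sets with 10 planted adjacent pairs. All of these sets were of protein-coding genes. The data held 3 pairs, and the power for so few was not simulated. The random sets came from the same pool as the draws, so they cannot show effects of matching on expression. An estimator of RNA mixture, used only in the closing observations, found a median share of 5.00% in 5000 simulated genes with a true share of 5%.

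The genes named in the text were chosen by a rule written after the study and its supplementary gene lists had been read and before the deposited tables were opened. Those lists hold values of the same comparisons, so the rule was not independent of the data. The rule took Smarcad1, every gene listed in at least 2 tables, the 3 genes with the lowest FDR in each direction in each table, and the listed genes among 17 that the study names for innate immunity or repeated upregulation. It gave 22 genes. Other genes are named only where the text says that they were chosen after their values were seen. The alternatives chosen beforehand were FDR limits of 0.05 and 0.01, features with a gene description, an absolute log2 difference of at least 1, a log2 value of at least 0, a pseudocount of 1 on the linear scale, values raised to at least 0.1 on the linear scale, differences of at least 0.5 in the other cell type and a distance of 1000000 bp for neighbours.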

Results

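mRNA-seq of sorted intestinal epithelial cells compared mice lacking Smarcad1 in the intestinal epithelium with wild type mice. Smarcad1 is an ATP-dependent chromatin remodeller of the SNF2 family, and Villin-cre recombines loxP-flanked sequence in epithelial cells of the intestine. The data covered 24 libraries, 3 each of KO and WT in ISC, TA, AE and CO. The 4 deposited tables listed 98 genes past an FDR of 0.1, summed over cell types, which were 82 different genes. All expression values below are the authors' group means on the log2 scale, normalised to total reads. They carry no error, since they were given as means, and the depth of the libraries is unknown.

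The targeted gene was examined first. Smarcad1 (ENSMUSG00000029920) lies on chromosome 6 from 65042583 to 65116061 on the plus strand of GRCm38. It was lower in KO in all 4 cell types. The log2 value was 4.85 in KO ISC against 5.62 in WT ISC, 4.49 against 5.36 in TA, 3.67 against 4.27 in AE and 4.57 against 5.44 in CO. The differences were -0.77, -0.88, -0.60 and -0.87, so that KO values were 58.8%, 54.4%, 66.0% and 54.8% of WT values. The mean difference over the 4 cell types was -0.78 ± 0.13 (SD, n = 4 cell types). The authors' deposited table gave an FDR of 5.49e-05 in TA and of 0.00488 in CO, whereas the ISC and AE tables did not list the gene. A pseudocount of 1 moved none of the 4 differences by 0.1 or more. The loxP sites surround exons 12, 13 and 14, which in the principal GENCODE transcript span 65092495 to 65092594, 65094131 to 65094190 and 65094290 to 65094365. These exons make up 236 of 5168 nucleotides, or 4.57% of that transcript. Loss of reads from those exons with no other change would give a log2 difference of -0.07.

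The number of listed genes differed between cell types. The authors' deposited table listed 7 genes in ISC, 15 in TA, 20 in AE and 56 in CO. Of these, 5 were higher in KO in ISC, 10 in TA and 17 in AE, against 12 in CO. In CO, 44 genes were lower in KO. Over the 3 small intestinal populations, 32 of 42 listings were higher in KO. The share of listed genes higher in KO was 71.4% in ISC (Wilson 95% interval 35.9 to 91.8), 66.7% in TA (41.7 to 84.8), 85.0% in AE (64.0 to 94.8) and 21.4% in CO (12.7 to 33.8). These intervals cover the count of genes only and not the spread between animals. An FDR limit of 0.05 moved the counts most in ISC, where it left 1 gene, and it left 11 in TA, 12 in AE and 42 in CO. Whether the effect of the deletion differed between cell types was not tested, because the number of genes past a limit also depends on depth and on the spread between libraries. Both ISC and TA were sorted from as few as 1000 cells, and the number of cells behind each library is not known.

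**Figure D1:**
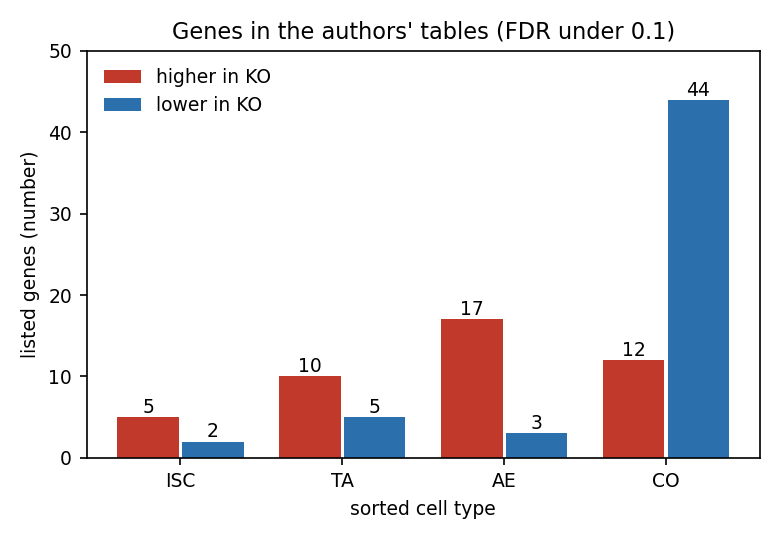
Number of genes in the authors' deposited tables (y axis) that were higher (red) or lower (blue) in KO than in WT, for each sorted cell type (x axis), with the count above each bar. CO had 44 lower and 12 higher genes, whereas AE had 17 higher and 3 lower.

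The median absolute log2 difference of the listed genes was 1.77 in ISC, 1.38 in TA, 0.95 in AE and 1.27 in CO. The smallest listed difference was 0.56, in AE. In TA, a pseudocount of 1 lowered the median to 1.21. Changes of similar size were also present among genes that a table did not list. In ISC, 7 genes from the other tables with a log2 value of at least 0 in either group differed by at least the median listed difference without being listed.

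Next, genes listed in several cell types were compared. Of the 82 genes, 72 were in 1 table, 5 in 2, 4 in 3 and 1 in 4. All 10 genes found in at least 2 tables changed in the same direction in each cell type that listed them, and 9 of the 10 were higher in KO. An FDR limit of 0.01 left 7 genes in at least 2 tables. Mt1 (metallothionein 1, chromosome 8 from 94179082 to 94180327) was the gene in all 4 tables. Its difference was 1.53 in ISC, 1.36 in TA, 3.23 in AE and 2.01 in CO. The authors' deposited table gave Mt1 an FDR of 0.00488 in ISC, 9.24e-27 in TA and 3.55e-07 in CO, and listed it at 0 in AE.

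Bglap3 (chromosome 3 from 88368616 to 88372743) differed by 4.69 in ISC, 5.94 in TA, 5.19 in AE and 3.24 in CO. The authors' deposited table gave it an FDR of 0.0674 in ISC and 2.29e-10 in CO, listed it at 0 in AE, and did not list it in TA. Its WT values in ISC and TA were low, at -1.96 and -2.87, and a pseudocount of 1 reduced those differences to 2.60 and 3.05. Of its 50-mers, 11.5% occurred in other genes, foremost Bglap2. AC151971.2 (chromosome 9 from 44670453 to 44672238), annotated as a lincRNA in GENCODE, was higher by 2.03 in ISC, 2.32 in TA, 2.64 in AE and 3.91 in CO, and ISC did not list it. Aplp1 was higher by 2.68, 0.91, 0.56 and 2.89 in ISC, TA, AE and CO. The authors' deposited table gave Aplp1 an FDR of 5.64e-28 in CO, the lowest of that table, and did not list it in ISC. Bambi was higher by 2.29 in ISC, 1.75 in TA and 2.30 in CO, which listed it, and by 0.26 in AE, which did not.

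The remaining genes in at least 2 tables were Lyz1, Itln1, Slfn4 and Clca4b besides Smarcad1. Lyz1 (lysozyme, chromosome 10 from 117287797 to 117292868) was higher by 1.20 in ISC, 1.64 in TA, 2.11 in AE and 3.20 in CO, and was listed in AE and CO. In CO it was low in WT, at -0.09. Of the 50-mers of Lyz1, 16.1% occurred in Lyz2. Itln1 (intelectin 1, chromosome 1 from 171518122 to 171535294) was higher by 1.72, 1.38, 1.76 and 0.64 in the same order, and was listed in TA and AE. Slfn4 was higher by 1.47 in TA and 1.34 in AE, which listed it. In CO, which did not, its difference was -0.46. Clca4b was higher by 0.83 in ISC and 0.58 in TA, which listed it. Without a listing, it was higher by 0.74 in CO and lower in AE, with a difference of -0.29. It shared 24.8% of its 50-mers with other genes, mostly Clca4a.

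**Figure D2:**
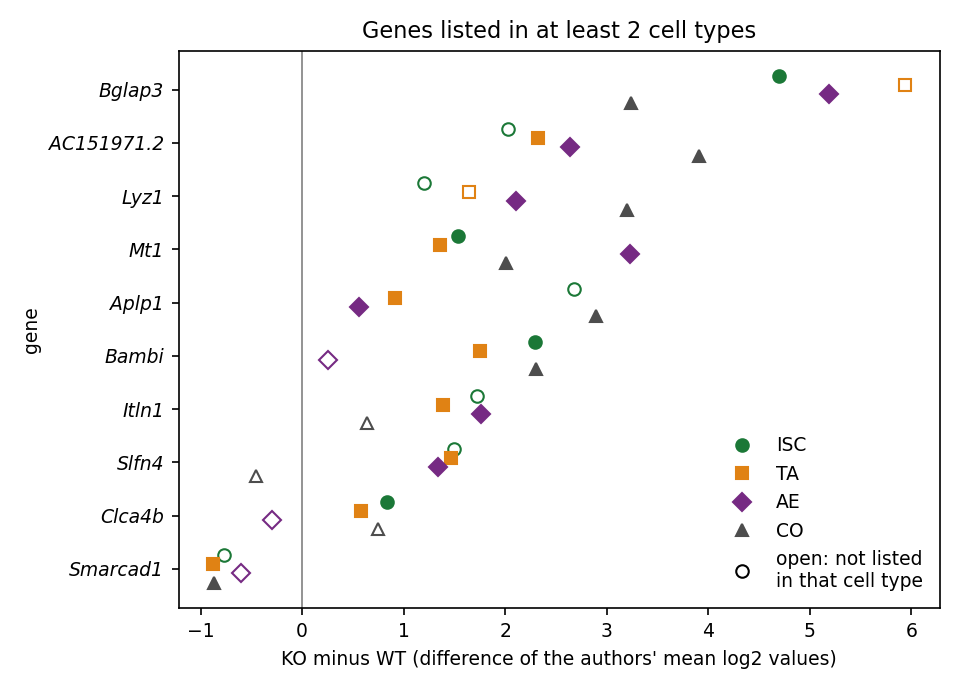
Difference of the authors' mean log2 values, KO minus WT (x axis), in 4 sorted cell types for the 10 genes listed in at least 2 of them (y axis). Filled symbols mark cell types whose table lists the gene and open symbols those whose table does not, with no error given; Bglap3 in TA, at 5.94, is the largest difference and is open.

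Other genes led single tables. In ISC, the listed genes lower in KO were AY036118 and Pxdn, with differences of -1.77 and -1.37. The authors' deposited table gave both an FDR of 0.0712. In CO, Pxdn was higher by 1.30 without a listing. AY036118 (chromosome 17 from 39847113 to 39848035) lies inside an annotated rRNA gene, and 100% of its 50-mers also occurred in the overlapping gene Gm42418, so its value is uncertain. Tlr4 was higher by 3.98 in ISC, and the authors' deposited table gave it an FDR of 0.0937. It was also higher by 2.38 in TA and 3.31 in AE, without a listing. The WT values of Tlr4 were -2.42 in ISC, -4.57 in TA and -4.25 in AE, and with a pseudocount of 1 the differences were 1.73, 0.23 and 0.53. In CO, where its WT value was 4.41, Tlr4 was higher by 0.33 without a listing, and by 0.31 with the pseudocount. In TA, Slc1a3 and Tlr2 were listed as lower, with differences of -0.90 and -1.55. Without a listing in CO, Slc1a3 was higher by 0.94 and Tlr2 was lower, at -0.93. In AE, Pmp22, Ifit1 and Lama3 were the 3 genes lower in KO, with differences of -0.85, -0.87 and -0.79. No other cell type listed them. In the order ISC, TA and CO, Pmp22 differed by 1.82, 3.31 and -2.09. Ifit1 differed by 1.91, -0.36 and -2.36, and Lama3 by 1.02, 0.34 and -2.38. With a pseudocount of 1, the rise of Pmp22 in TA was 1.70.

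In CO, Irf7, Sectm1b and Clic5 had the lowest FDR among the genes lower in KO. Irf7 differed by -2.00 and Sectm1b by -1.42, and the KO value of Clic5 was 49.9% of its WT value. The authors' deposited table gave an FDR of 3.55e-07 for Irf7, 2.99e-06 for Sectm1b and 1.16e-05 for Clic5. Irf7 overlaps Phrf1, which is on the opposite strand. Khdc1a was higher in KO by 5.79, from -3.51 in WT CO to 2.28 in KO CO, and the authors' deposited table gave it an FDR of 0.000441. With a pseudocount of 1 this difference was 2.43. Khdc1a shared 43.5% of its 50-mers with other genes, mostly Khdc1c, and is uncertain for that reason. It was also higher by 4.37 in ISC and 4.33 in TA without a listing, and in AE both groups were at the lowest value. Its WT values were -4.53 in ISC and -4.49 in TA, and a pseudocount of 1 reduced both of these differences to 0.86.

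The study drew attention to genes linked to innate immunity and to genes upregulated in several datasets. Of 17 such genes, 9 were in at least 1 of the 4 tables and 8 were in none. The study named its genes from further datasets as well, among them organoids, so absence from the 4 tables does not contradict it. The 9 were Tlr4, Itln1, Lyz1, Mt1, Bglap3, Bambi, Aplp1, Slfn4 and Khdc1a. The study chose these genes partly on the same libraries and mostly for being higher in KO, so their direction here is not independent evidence.

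The direction of each listed gene was then read in the 3 other cell types. The sign agreed in 190 of 288 values, or 66.0% (Wilson 95% interval 60.3 to 71.2), counting values and not animals. The values came from 82 genes and a gene could enter several times. They are therefore not independent, and the interval does not allow for this. The share was 85.7% for genes listed in ISC, 86.4% for TA, 71.2% for AE and 56.1% for CO. These shares include values that the other cell type also listed, on which those genes had been chosen too. Without such values, 144 of 242 agreed, or 59.5%. That share was 76.9% for genes listed in ISC, 80.6% for TA, 63.8% for AE and 52.3% for CO. The study sorted ISC and TA simultaneously from crypt suspensions, so their libraries may come from the same animals. Agreement between ISC and TA may therefore not be independent. It held for 7 of 7 genes listed in ISC and 14 of 15 listed in TA. Restricting the comparison of all 288 values to differences of at least 0.5 raised the share from 66.0% to 82.7%, which was the largest shift among the alternatives. That restriction kept every value that the other cell type also listed, and those all agreed. In all 4 cell types, 13 of the 82 genes were higher in KO and 8 were lower. The 44 genes lower in KO in CO went separate ways. In ISC, 32 of the 44 were higher in KO, with a median of 0.27. In TA, 30 of 43 were higher, with a median of 0.14. In AE, 37 of 43 were lower, with a median of -0.18. None of the small intestinal tables listed these 44 genes as changed except Smarcad1 in TA, so the size of these shifts against the replicate error is not known.

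**Figure D3:**
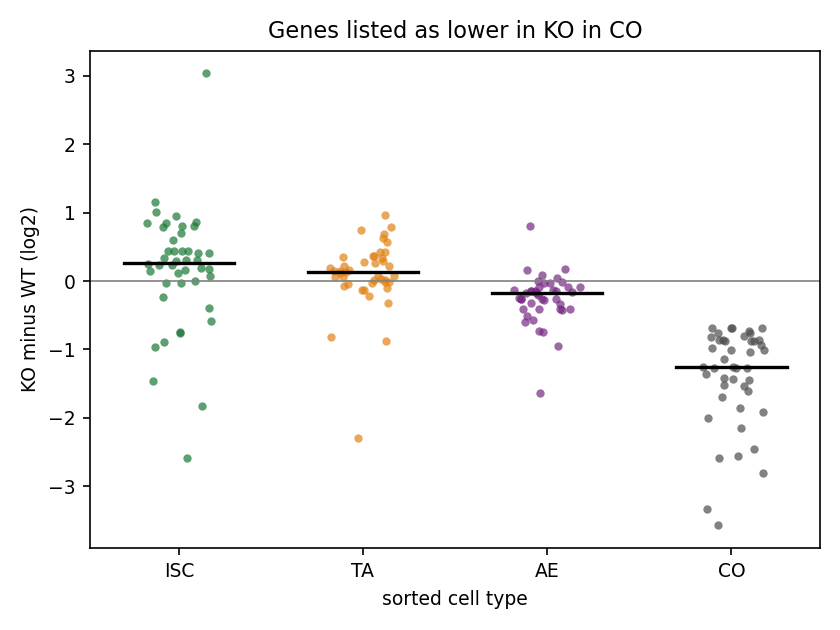
Difference of the authors' mean log2 values, KO minus WT (y axis), in each sorted cell type (x axis) for the genes listed as lower in KO in CO. Each point is a gene, black lines are medians over genes, and horizontal scatter has no meaning; the medians are 0.27 in ISC, 0.14 in TA, -0.18 in AE and -1.26 in CO.

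Finally, the positions of the 82 genes were compared. Within 100000 bp of each other lay 3 pairs, against a mean of 0.791 in random draws (one-sided permutation test, p = 0.0467). The pairs were AY036118 and Gm26917, 772 bp apart on chromosome 17, Itln1 and Cd244, 23899 bp apart on chromosome 1, and Gsta3 and Khdc1a, 83980 bp apart on chromosome 1. Without AY036118 and Gm26917, a restriction chosen after the data were seen, 2 pairs remained among 80 genes (one-sided permutation test, p = 0.180). Gm26917, Cd244 and Gsta3 are named here because they were found in these pairs.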

Values the study reported

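In organoids grown from the small intestine, where microbiota and immune cells are absent, the study reported 1407 differentially expressed genes between genotypes. The organoids came from mice in which Smarcad1 had been deleted during oocyte development, not by Villin-cre. The FDR limit for organoids was stricter than that for the sorted populations, and the RNA came from cultured organoids. The count is therefore not directly comparable with the numbers of listed genes above.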

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

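Except where stated, the alternatives were chosen before the data were examined, in the sense that the deposited tables had not been opened, although the study and its supplementary gene lists, which hold values of the same comparisons, had been read. Counts were taken as moved when they changed by more than 1.5 times and log2 values when they shifted by 0.1 or more. None of the alternatives run could reverse the direction of a gene, because they add the same amount to both groups, raise both to the same value or only drop genes. No paired analysis was possible because the deposited tables hold only group means, with no value for a numbered library. For the same reason no replicate was left out in turn and no other splits of the libraries were made, so these results have no check on whether 1 library decides them.

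A stricter FDR limit shortens each list by construction. At 0.05, ISC kept 1 gene, which was higher in KO, and AE kept 12, of which 11 were higher. At 0.01, ISC kept 1 gene, again higher in KO. TA kept 7 with 5 higher, AE kept 9 with 8 higher, and CO kept 25 with 8 higher. Requiring an absolute log2 difference of at least 1 left 10 genes in AE. Thus the preponderance of higher genes in AE and of lower genes in CO held at both limits, whereas ISC was left with too few genes to show a split. The median absolute difference at an FDR under 0.05 was 1.53 in ISC, which is the value of 1 gene, 1.46 in AE and 1.42 in CO. A pseudocount of 1 brought the median in TA to 1.21. Genes with a description, and values raised to at least 0.1 on the linear scale, left every count and median for which they were run within the limits.

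The share of values with the same direction in the other cell types was 82.7% when only differences of at least 0.5 were counted. The cause was not tested. The smallest listed difference was 0.56, so this limit kept every value that the other cell type also listed. Those values all agreed in direction, and the share without them was not computed at this limit. Among neighbouring genes, the pairs within 1000000 bp numbered 11 (one-sided permutation test, p = 0.0260). Leaving out the 2 genes of the rRNA-like locus, an alternative chosen after seeing the data, left 2 pairs, with p = 0.180 in the same permutation test. That restriction removes 1 of 3 pairs by construction.

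Of the 83 differences of named genes other than Smarcad1, a pseudocount of 1 moved 41, and raising low values to 0.1 moved 5. Among them, Khdc1a in CO went from 5.79 to 2.43 and Bglap3 in TA from 5.94 to 3.05 with the pseudocount, as did Tlr4 in ISC, from 3.98 to 1.73. In these cases the WT group was low. Bglap3 depended less on it in AE, from 5.19 to 4.62, and in CO, from 3.24 to 2.93, where WT values were higher. The depth of the libraries is unknown, so how many reads lie behind the low WT values is not known either.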

Other observations

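All tests below but the one on linkage were chosen after the values were seen. Marker genes named below were written down after the values were seen, too.

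The fall of Smarcad1 was larger than the deletion alone removes. Loss of reads from exons 12 to 14 would give a log2 difference of -0.07, and the smallest observed fall was -0.60, in AE, with an SD of 0.13 between cell types. That SD does not measure the spread between animals. The differences of -0.88 in TA and -0.87 in CO, which listed the gene, argue against missing exon reads alone. ISC and AE did not list it, so the replicate error of the fall there is unknown. The 236 deleted nucleotides leave a remainder of 2 when divided by 3, so decay of transcripts with a shifted reading frame is a candidate explanation. It was not tested. Between 54.4% and 66.0% of the WT level remained, and cells that kept the intact gene may add to this. The study itself quantified reads over exons 12 to 14 in KO and WT of the sorted populations, a result not given here. It also reported that after the deletion the protein could not be detected in several cell types. Reads per exon were not analysed here.

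Genes that fell in KO colonocytes tended to rise in KO stem cells. Leaving out Smarcad1, 43 genes were lower in KO CO. Of the 25 that were at least 2 log2 units higher in WT AE than in WT TA, 21 were higher in KO ISC, with a median of 0.43 and quartiles of 0.25 and 0.81. Of the 10 with a gap under 1, 4 were higher, with a median of -0.03 and quartiles of -0.62 and 0.14. The medians differed by 0.46, which argues against 1 scaling factor for all genes as the whole cause. RNA of AE-type cells in the KO ISC fraction may account for the pattern. A share of 4.04% of the WT AE profile was the median over 20 genes with a log2 value of at least 0 in WT ISC, with quartiles of 2.69% and 5.85%. With KO AE as the source the median was 4.55%, and with KO TA in place of KO ISC it was 2.54%. In KO TA the gap to WT TA separated the genes less, with 18 of 25 and 6 of 9 higher, whereas the gap to WT ISC gave 23 of 29 and 2 of 6. An earlier start of enterocyte genes in KO stem cells predicts the same values and remains open. The same mixture does not account for Mt1 and Clca4b, for which it would need at least 48.5% of the KO AE profile.

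In CO the listed falls ranged from -0.68 to -3.57, the latter in H2-Q1, named here after its value was seen. If the falls came from fewer cells of 1 mature type in the KO CO fraction, at least 91.6% of that type would have to be lost. The levels of these genes in subsets of colonocytes were not analysed here, so a loss of cells and a change within cells cannot be told apart. In AE the same genes, without Smarcad1, had a median of -0.18, and 36 of 42 were lower. The median in AE was -0.25 for genes with the larger falls in CO and -0.14 for the others. A scaling factor common to all AE genes could produce a shift of -0.18, and because genes without a listing were not analysed here, such a factor and a small real fall cannot be told apart.

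A set of interferon-associated genes (Ifit1, Irf7 and Rsad2) was lower in KO CO, by log2 differences of -2.36, -2.00 and -2.59, and higher in KO ISC, by 1.91, 0.79 and 3.04. The CO table listed Irf7 and Rsad2 but not Ifit1, the AE table listed Ifit1 only, and the ISC table listed none of these. In TA, Ifit1 was lower, at -0.36, while Irf7 and Rsad2 were higher, by 0.37 and 0.96. In AE, Ifit1, Irf7 and Rsad2 were all lower, with differences of -0.87, -0.17 and -0.40. The WT ISC values of Ifit1 and Rsad2 were low, at -0.91 and -2.69, and with a pseudocount of 1 the rise of Ifit1 in ISC was 0.97. Irf7 and Rsad2 are among the 43 genes above, and no explanation was tested for this set on its own.

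Lyz1 and Itln1 mark Paneth-type cells, and Itln1 is also made by goblet cells. In CO, carry-over of small intestinal Paneth-type RNA is a possible explanation for the rise of Lyz1. At the ratio of these genes in KO ISC, the rise of Lyz1 would bring a rise of Itln1 10.9 times as large as the one observed, which argues against it. In ISC, TA and AE the ratio of the rises of Lyz1 and Itln1 was 0.93, 1.71 and 1.53, and the highest was 1.83 times the lowest. With no error on these values, more Paneth-type RNA in the KO fractions and higher expression within cells cannot be told apart.

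Cd244, a leukocyte gene, was higher by 3.53 in KO ISC and 3.39 in KO TA, but lower in AE, at -1.50. ISC and TA were sorted without exclusion of CD45-positive cells, so RNA of leukocytes is a possible explanation. Cd74 was higher by 0.69 in TA and 0.19 in ISC, while Ptpn22 was higher by 1.53 in ISC and differed by less than 0.01 in TA. In AE, Ptpn22 was listed as higher, by 1.16, whereas Cd74 was lower, at -1.64, without a listing. In CO, Cd74 was listed as lower, at -2.55. Cd74 is also expressed by the epithelium at a level that would hide a small share, and leukocyte RNA and expression by the sorted cells cannot be told apart. Cd244 lies next to Itln1, which moved in the opposite direction in AE.

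AY036118 lies within an rRNA gene, and residual rRNA is a possible explanation for its fall. The adjacent Gm26917 moved in the same direction as AY036118 in 2 of the 4 cell types, ISC and TA, and in the opposite direction in AE and CO. With 4 group means, residual rRNA reads and a change of the transcript itself cannot be told apart. Reads of this rRNA-like locus counted for both of its genes were weighed as a source of the near pair. Gm26917 overlapped no annotated gene and 0 of its 3326 50-mers occurred in another gene, which argues against the same reads being counted for both. Whether separate rRNA reads fell on each of these adjacent genes was not tested, so residual rRNA as a source of the pair remains open.

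Reads shared with near-identical copies were weighed for the genes in at least 2 tables. The largest share of 50-mers found in other genes was 24.8%, for Clca4b, and the authors kept uniquely mapped reads, which argues against shared reads as the cause. Variants linked to the Smarcad1 locus were the explanation whose test was written down before its result. Of the 81 other listed genes, 0 lay within 20 Mb of Smarcad1 on chromosome 6, against a mean of 0.974 in 100000 random draws (one-sided permutation p = 1), and 3 lay farther away on that chromosome. A count of 0 is an ordinary outcome of such draws. It leaves no listed gene for effects of a variant on genes inside that window. Effects on genes farther away or on other chromosomes were not tested. The study describes ES cells and animals of the same strain background, so by design a flank from another strain is not expected. Genotypes were not examined here, so linked variants were not excluded.

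The largest difference in TA was that of Bglap3, at 5.94, which the TA table did not list although ISC, AE and CO did. What kept it out of that list was not tested.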
